A study of Homo sapiens with 48 samples. Its data were reported in "Harmonics of Circadian Gene Transcription in Mammals" (2009).

How the data were processed

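RNA of U2OS cells, an established human osteosarcoma line, was measured on Affymetrix Human Gene ST arrays. These carry short probes along each transcript and read the brightness of bound, biotin-labelled material made from the RNA. The cultures had been grown to confluence and treated with dexamethasone, a glucocorticoid that sets the circadian clocks of the cells in a dish to a common phase. 48 arrays were analysed, 1 for each hour from hour 24 to hour 71 after dexamethasone. Each array was placed by the hour in its title, all 48 formed a single series, and no hour had a second array. The sources used here do not say whether each hour came from a separately treated culture, so every p-value measures only the scatter of single arrays about a fitted curve, which may be technical.

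Per the labels and the study's methods, the authors extracted gene-level values with the robust multi-array average (RMA) in Affymetrix Expression Console; the software version and the RMA settings are not given in the sources used here. RMA subtracts background, brings the arrays to one distribution and combines the probes of a probe set, so that a change shared by all transcripts would be removed and every change is relative to the other probe sets. The deposited values are intensities on a linear scale, from 3.12 to 28943, and log2 of these intensities was used throughout with no pseudocount. The median intensity of the 48 arrays lay between 36.4 and 42.0. The number of arrays limits the precision of every value. The table held 33297 probe sets. Through the platform's annotation, with symbols updated from a RefSeq gene table of the human assembly GRCh38.p14, 19460 probe sets had 1 gene (18417 different symbols), 1754 had several genes and 12083 had no gene name. Probe sets with several genes or none were tested and are counted, but are not named. The genome build of the annotation is not given in the sources used here, and no coordinates are printed. There were 974 probe sets whose values were identical to those of at least 1 other, and all were kept.

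Rhythms were called after the study's methods by 2 tests on each probe set, after a linear trend over time had been removed. Fisher's g-test asks whether the largest of 23 Fourier components stands above the rest. The COSOPT program was not used here, and its principle was rebuilt: cosine curves with periods from 4 to 30 h were fitted in steps of 0.5 h and refined in steps of 0.1 h, and the best fit was compared with fits to the same values in scrambled order. Scrambling was done in stages of 2000, 48000 and 1000000 draws, the second for probe sets with p up to 0.01 and the third for p up to 0.0003. Both sets of p-values were converted to Storey q-values. A probe set was called rhythmic when both q were below 0.05 and the best cosine period lay between 20 and 30 h (24 h rhythms), 10 and 14 h (12 h rhythms) or 7 and 9 h (8 h rhythms).

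Amplitudes and peak times came from limma, with an intercept, linear time and a cosine and sine of 24 h, and a moderated F test with Benjamini-Hochberg adjustment over all probe sets. An amplitude is the size of the fitted wave above its middle, in log2. Standard errors of amplitudes and peaks came from the delta method, and those of differences between peaks from 2000 resamples of the residuals. Amplitudes of hours 24 to 47 and hours 48 to 71, called the first and the second day, were compared with a moderated F of the difference of their cosine and sine terms. The slope over time in the model with the 24 h terms is given as the change over 47 h. The ratio of the 95th to the 5th percentile of the 48 linear values is given as a second measure of amplitude.

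Before the data were examined, 26 gene lists were fixed: core clock, clock output, S phase, G2 and mitosis, glucocorticoid targets, unfolded protein response, ATF4-dependent stress response, heat shock, cholesterol synthesis, hypoxia and glycolysis, interferon-stimulated genes, extracellular matrix, YAP targets, p53 targets, immediate early genes, inflammatory genes, bone-forming cells, ribosomal proteins, oxidative phosphorylation, histones, markers of liver, blood and epithelium, and 3 lists of genes that the study followed in mouse liver (12 h genes, 8 h genes and 12 h genes followed by quantitative PCR). Mouse genes were matched to human genes by their upper-cased symbol. A list's trend was tested with fry of limma, which asks whether its genes move, on balance, one way and does not compare the list with other genes. A list's rhythm was tested on the mean of its standardised, detrended members, with 100000 random orders of the 48 arrays and Benjamini-Hochberg adjustment over 26 lists and 3 periods (78 tests).

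The rule for genes named in the text was also fixed before the data were examined. It takes every measured gene of the clock lists, up to 10 other called 24 h probe sets, the 3 smallest g-test p in the 12 h and 8 h windows if none is called, the 12 rising and 12 falling probe sets with the largest trend among those called with 1 gene symbol, and up to 4 members of a list with the smallest p in the test described. A gene with several probe sets was taken at the brightest.

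Other settings, chosen before the data were examined, changed the multiple testing, the null of the cosine fit, the trend removed, the scale, the period scan, the thresholds (q below 0.1 and 0.01), the probe sets kept, the normalization between arrays, the test, the treatment of correlated errors, the period (23 and 25 h) and the hours used. Leaving out an hour for the rhythm tests meant filling it with the mean of its neighbours, since the g-test needs even spacing. The cosine fit does not need it, and filling was a choice there. Normalization of each array against the mean array by loess (span 0.4), array weights, removal of identical probe sets, centring for the list trends, and the runs without the 4 arrays with the widest spread of relative log expression (hours 53, 58, 60 and 65) were chosen after seeing the data.

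The methods were tested on simulated data with known cosines or slopes added to 50 probe sets of each size among 33297. Of added 24 h cosines with an amplitude of 1.5 SD of the residuals, 82% were called by both tests, and of those of 1 SD, 20%. For 12 h cosines these shares were 98% and 26%. Probe sets with no added cosine were called 0 times at 24 h, 3 times at 12 h and 0 times at 8 h by both tests, and 16 times at 24 h by limma, which called 19, 45, 46 and 50 of 50 added cosines of 0.1, 0.2, 0.3 and 0.5 log2. Of added trends, 42% were called at 1.2-fold and 94% at 1.5-fold. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and nlme 3.1.168.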

Results

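Total RNA of dexamethasone-treated U2OS cells was profiled on 48 arrays, 1 per hour from hour 24 to hour 71. The cells have a working circadian clock, a transcriptional feedback loop in which BMAL1 and CLOCK drive genes whose products shut them off. There were no replicate arrays, so all errors below are standard errors from the scatter of 48 arrays about a fitted curve. The first principal component held 17.5% of the variance and ran with time (r = 0.783, permutation p = 1e-05, the smallest that the permutations can give), and the third had 26.2% of its own variance at a period of 24 h. The arrays of hours 65, 60, 53 and 58, all from the second day, had the widest spread of log expression relative to the other arrays, with interquartile ranges of 0.43, 0.41, 0.33 and 0.32.

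The first question of the design was which transcripts oscillate with a period near 24 h. Clock genes led the answer: PER3, BMAL1, NR1D1, PER2, NR1D2, CRY1, TEF, DBP and CRY2 were 9 of the 18 probe sets that passed both tests. NR1D1, which encodes a nuclear receptor that represses BMAL1, had the largest amplitude of them at 0.52 ± 0.04 log2, followed by BMAL1 (0.48 ± 0.03), PER3 (0.48 ± 0.04), NR1D2 (0.39 ± 0.03), PER2 (0.32 ± 0.03), CRY1 (0.30 ± 0.03), TEF (0.29 ± 0.03), DBP (0.19 ± 0.03) and CRY2 (0.13 ± 0.02). From trough to peak these fits rose 2.07-fold for NR1D1 (probe set 8014956), 1.95-fold for BMAL1 (probe set 7938563) and 1.19-fold for CRY2. The ratio of the 95th to the 5th percentile was 2.27 for NR1D1, 2.25 for BMAL1 and 2.08 for PER3 (probe set 7897378), against a median of 1.42 and a 95th percentile of 2.08 among the 16648 probe sets above the median level. For CRY2 (1.35) and the called genes STAT6 (1.34) and DUSP16 (1.32) the ratio was below that median; this ratio takes in trend and noise as well. Their best periods ran from 22.1 to 25.9 h over the 18 probe sets, with a median of 23.6 h.

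Other clock genes passed one test or a less strict one. PER1 (amplitude 0.14 ± 0.03) and BHLHE41 (0.20 ± 0.04), a repressor of E-box genes, passed the cosine test (q = 0.0467 and 0.0324) and not the g-test. By limma at a fixed period of 24 h, 14 of the 28 measured genes of the 2 clock lists passed when adjusted over all probe sets, which added PER1, BHLHE41, HLF, NPAS2 and NFIL3 to the 9, and 16 passed adjusted over the list alone, which added CLOCK (amplitude 0.13 ± 0.03) and BHLHE40 (0.08 ± 0.02). The remaining 12 genes passed none of these tests: BMAL2, RORA, RORB, CSNK1D, FBXL21P, TIMELESS, CIART, USP2, WEE1, KLF9, KLF10 and NAMPT, with fitted amplitudes from 0.01 for KLF10 to 0.07 for USP2.

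The other 9 called probe sets held 5 named genes. PLAT and PLAU, the tissue-type and urokinase-type plasminogen activators, had amplitudes of 0.18 ± 0.02 and 0.12 ± 0.02 and peaked close together at hours 47.9 ± 0.5 and 47.2 ± 0.7. PIK3IP1, an inhibitor of phosphatidylinositol 3-kinase, had an amplitude of 0.18 ± 0.03 with a peak at hour 30.4 ± 0.5, the transcription factor STAT6 0.12 ± 0.02 with a peak at hour 32.6 ± 0.6, and DUSP16, a phosphatase of MAP kinases, 0.13 ± 0.02 with a peak at hour 35.5 ± 0.6. The weakest g-test q among the named genes was that of PIK3IP1 (0.0469). With no linear trend removed, PLAT, PLAU, STAT6, PIK3IP1 and the clock gene DBP were no longer called. PLAU and PIK3IP1 also lost their calls with arrays centred on their medians, at q below 0.01 and with single hours filled, such as hour 24, and CRY2 at q below 0.01 and with single hours filled, such as hour 33. The remaining 4 probe sets had no single gene name.

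The cosine test alone called 74 probe sets at q below 0.05, of which 62 had periods of 20 to 30 h, and the g-test alone called 24, of which 18 were at 24 h. At an unadjusted p below 0.05 the cosine test took 2936 probe sets (8.82%). The number called by both tests moved from 18 to 37 when no trend was removed, 73 when the arrays were quantile-normalized again, 90 when the 4 widest arrays were filled, and 37 when hour 60 alone was filled. By limma 229 probe sets passed at 24 h, and 784 after prewhitening.

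**Figure D1:**
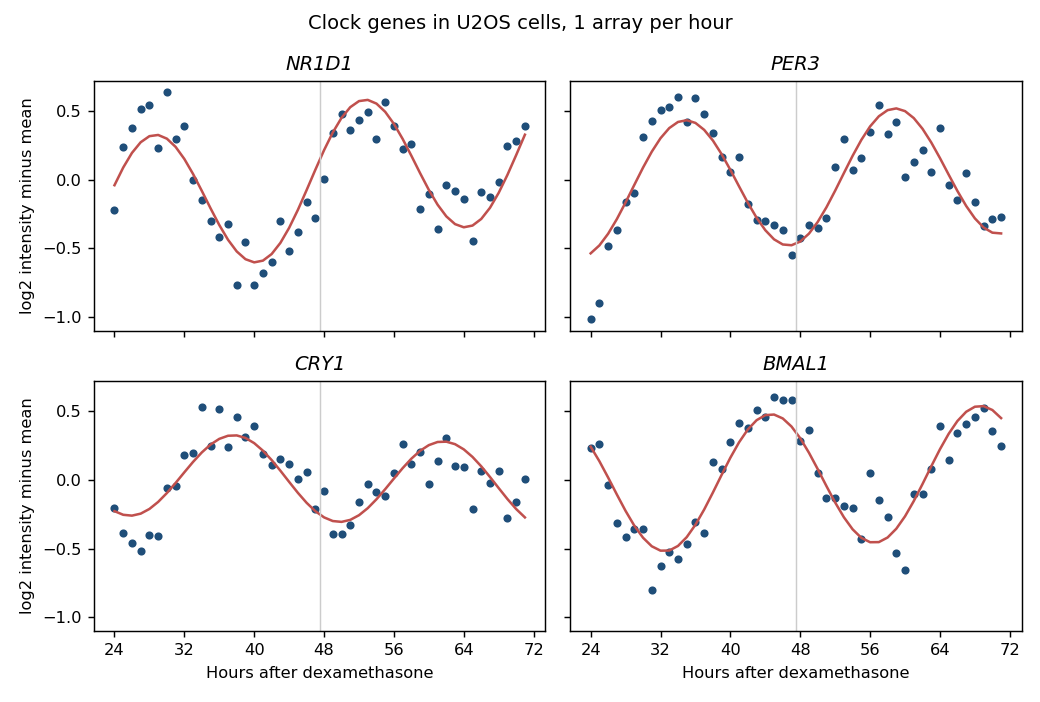
Log2 intensity minus its mean against hours after dexamethasone for NR1D1, PER3, CRY1 and BMAL1. Points are single arrays, lines are the fitted 24 h cosine with a linear trend, and the vertical line parts the first from the second day. NR1D1 and BMAL1 have fitted peaks at hours 28.4 and 44.6.

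The design also gives the order in which clock genes peak. NR1D1 came first at hour 28.4 ± 0.3, followed by NR1D2 at 29.7 ± 0.3, DBP at 31.1 ± 0.5 and TEF at 32.5 ± 0.4, the last a relative of DBP among the PAR bZIP transcription factors. The PER and CRY genes, which encode the repressors of the loop, followed: PER3 at hour 34.8 ± 0.3, PER2 at 35.5 ± 0.4, CRY2 at 35.8 ± 0.7 and CRY1 at 37.7 ± 0.4. BMAL1 came last of the called clock genes at hour 44.6 ± 0.3. It peaked 6.85 ± 0.53 h after CRY1, and NR1D1 peaked 7.89 ± 0.37 h after BMAL1. Of the genes that passed limma and not both rhythm tests, PER1 peaked at hour 31.6 ± 0.7, between DBP and TEF, BHLHE41 at 34.7 ± 0.8 and HLF at 35.2 ± 0.9, near PER3 and PER2, and NFIL3 at 44.6 ± 0.9 and NPAS2 at 46.8 ± 0.9, near BMAL1. In the second day alone the interval from CRY1 to BMAL1 was 9.26 h. Leaving out the first day, or fitting 23 or 25 h, moved the interval from BMAL1 to NR1D1 by more than its error, within 7.12 to 8.61 h.

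**Figure D2:**
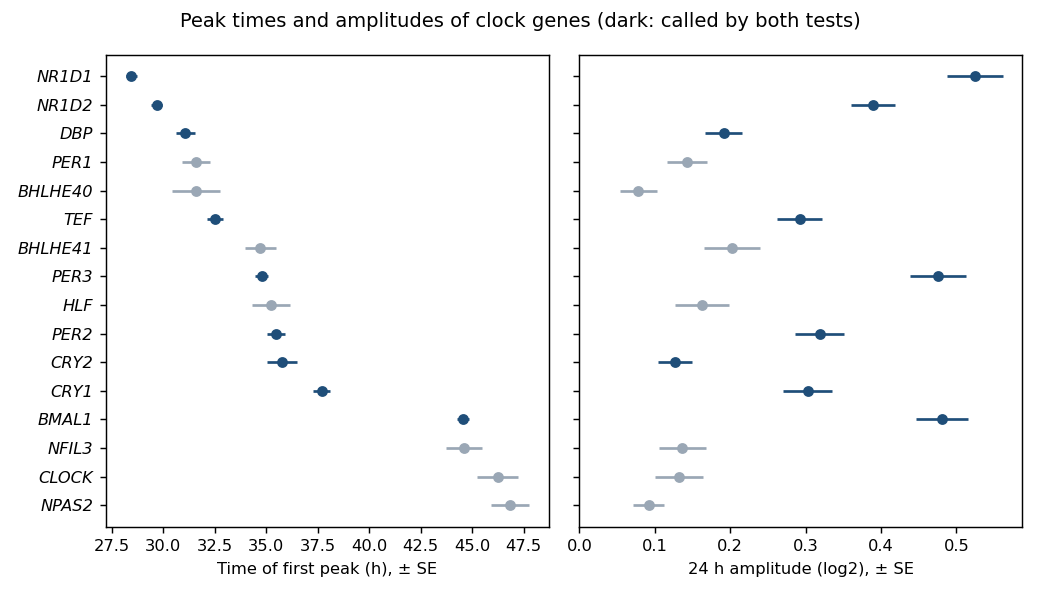
Time of the first fitted peak in hours (left) and 24 h amplitude in log2 (right) of 16 clock genes, each with its standard error as a bar. Dark points are genes that passed both tests, and pale points passed limma adjusted over the list alone. The called clock genes run from NR1D1 at hour 28.4 to BMAL1 at hour 44.6.

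Amplitudes of the first and the second day were then compared. Of the 9 called clock genes, 8 had a lower amplitude on the second day, and the exception was CRY2 (ratio 1.44 ± 0.54). The geometric mean of the 9 ratios of second to first day was 0.698 (two-sided exact sign-flip test over the genes, p = 0.0117; genes of one loop are not independent replicates). PER3 went from 0.64 ± 0.04 to 0.39 ± 0.04, NR1D1 from 0.63 ± 0.06 to 0.41 ± 0.06, BMAL1 from 0.59 ± 0.05 to 0.38 ± 0.05, and CRY1 from 0.36 ± 0.04 to 0.19 ± 0.04. By limma's test of the difference, adjusted over the clock lists alone, PER3 (adjusted p = 0.00109), BMAL1, CRY1, NR1D1 and PER1 (0.0091 each) differed between days; adjusted over all probe sets none of these passed, the lowest being PER3 at 0.0809. That test asks for any difference of the 24 h curve, in size or timing. The ratio of the 9 genes was 0.719 without the 4 widest arrays, 0.694 after loess and 0.697 with each gene's own period. When each day was fitted by itself, with its own linear trend, NR1D2 too was not lower on the second day (0.42 ± 0.05 and 0.43 ± 0.07), and NR1D1 went from 0.57 ± 0.07 to 0.47 ± 0.06, a smaller difference.

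The study asked next whether rhythms near 12 h and 8 h, which it had described in mouse liver, occur in these cells. No probe set passed both tests in the 12 h or the 8 h window. By limma 0 passed at either period after adjustment, with 1686 (12 h) and 1911 (8 h) at an unadjusted p below 0.05, and the g-test at unadjusted p below 0.05 gave 74 and 51. The smallest g-test p in the 12 h window belonged to MRPS7, a protein of the mitochondrial ribosome (p = 0.00032, q = 0.158, amplitude 0.08 ± 0.02), NDUFA13, a subunit of respiratory complex I (q = 0.334), and a probe set with no single gene name. In the 8 h window they were PPP2R5B, a regulatory subunit of protein phosphatase 2A (q = 0.251), TTC7B (q = 0.311) and a further one without a single name.

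The fixed lists of mouse liver genes held 170 entries for 12 h and 41 for 8 h, fewer than the transcripts that the study counted. Of the 12 h entries, 155 were measured here and 0 were called at 12 h by both tests or by limma adjusted over the list alone. A single member, INTS2, a subunit of the Integrator complex, had an unadjusted p below 0.05 (0.00118), and it passed alone within the 9 measured genes that the study had followed by quantitative PCR. The mean profile of the 155 had 0.69% of its variance at 12 h (permutation p = 0.862), and that of the 37 measured 8 h genes had 0.52% at 8 h (p = 0.892). A mean profile cannot exclude rhythms of members that peak at different times. The core clock list had 9 of 16 members that passed limma at 24 h, but its mean profile did not pass (7.86% of the variance, permutation p = 0.167). After quantile normalization, after loess, or with hour 53 or hour 68 filled, 1 probe set passed both tests at 12 h, and with the 4 widest arrays filled 1 passed at 12 h and 2 at 8 h. When 4 other arrays were filled, some of 20 choices also gave 1 call at 12 h and some gave 1 at 8 h. At either period most of these choices gave 0. In the simulations, 12 h cosines with an amplitude of 1 SD were called in 26% of cases. Those of 1.5 SD (median amplitude 0.20 log2) were called in 98%, so that most rhythms of 1 SD or less would be missed. The simulated data held 50 added cosines of each size, and q-values depend on the number of true rhythms. The share that would be called in the real series was thus not measured.

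Beside rhythms, the series can show slow change over the 47 h. Rising transcripts included CD180, a Toll-like receptor relative (3.93-fold, adjusted p = 3.03e-10), SLC5A3, a myo-inositol transporter (2.67-fold, 2.56e-12), SCNN1A, a subunit of the epithelial sodium channel (2.49-fold, 1.80e-17), the chemokine CCL2 (2.41-fold, 7.1e-13) and complement component C3 (2.25-fold, 1.93e-13). MS4A15, TM4SF18, the long non-coding RNA UCA1, TRIM51, UBTFL1, PRAMEF8 and PRAMEF12 rose 2.03-fold to 2.25-fold, and the last 4 belong to families with near-identical copies, so that their probe sets may not part one copy from another. Falling transcripts included TAGLN, an actin-binding protein of contractile cells (log2 change -1.27 ± 0.11), ODC1, the first enzyme of polyamine synthesis (-1.04 ± 0.07), LYAR (-1.07 ± 0.10), CMSS1 (-1.03 ± 0.11), OR51B5 (-1.15 ± 0.11) and PRLR, the prolactin receptor (0.501-fold). CENPE (-0.99 ± 0.12) and CDKN3 (-0.96 ± 0.11), genes of mitosis and the cell cycle, and the non-coding RNAs DLEU2 (adjusted p = 0.000475), SNORD12C (0.501-fold) and SNORD49A (-0.98 ± 0.16) also fell. For MPLKIP the brightest of 3 probe sets changed by -1.42 ± 0.18, another by -1.63 and the third by -0.20.

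By limma with Benjamini-Hochberg adjustment, 5114 probe sets rose and 6284 fell, and 467 rose and 846 fell by at least 1.5-fold. The direction moved with the level: of 10 groups of probe sets ordered by level, the median change was 0.06 log2 in the dimmest and -0.26 in the brightest. The share of rising calls, 44.9%, was 24.8% when arrays were centred on their medians (2627 up and 7970 down) and 30.8% among probe sets above the median level (2710 up and 6083 down). The share was 48.4% after quantile normalization (4543 up and 4849 down) and 49.7% after loess (4686 up and 4742 down).

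Genes of cell division fell together. All 27 measured genes of G2 and mitosis fell, with a median change of -0.65 log2 (fry adjusted p = 9.3e-14), among them the kinesins KIF2C (-0.67 ± 0.06) and KIF11 (-0.77 ± 0.06), HMMR (-0.91 ± 0.08) and CDC20 (-0.73 ± 0.07), the activator of the anaphase-promoting complex. All 23 genes of S phase fell (median -0.45, 9.3e-14), among them CDC45 (-0.60 ± 0.06), MCM4 (-0.62 ± 0.06), MCM2 (-0.48 ± 0.05) and CDT1 (-0.65 ± 0.07), which take part in the start of DNA replication. Of 14 histone genes 9 fell and 0 rose (median -0.38, 1.07e-09), for example H2AC4 (-0.67 ± 0.08) and H3C2 (-0.81 ± 0.11). After loess the number of histone genes that fell was again 9 of 14, and the list had a median of -0.24.

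Bright transcripts of protein synthesis, respiration and folding fell too. Of 33 ribosomal protein genes 31 fell (median -0.37, fry adjusted p = 9.3e-07), such as RPS24 (-0.66 ± 0.08) and RPL24 (-0.61 ± 0.08), and of 33 genes of oxidative phosphorylation 28 fell (median -0.29, 4.79e-08), such as NDUFA6 (-0.44 ± 0.05) and UQCRQ (-0.49 ± 0.06). After loess their medians were -0.08 each, and 11 genes of either list fell. Of 14 heat shock genes 12 fell and 2 rose (median -0.37, 1.03e-06), with HSP90AA1 at -0.51 ± 0.06 and HSPD1, the mitochondrial chaperonin, at -0.60 ± 0.07; after loess 8 fell and 2 rose, with a median of -0.13. In the unfolded protein response 13 of 21 genes fell and 1 rose (median -0.20, 0.00102), with HSPA5, the chaperone of the endoplasmic reticulum, at -0.50 ± 0.07, but the list turned to a rise under quantile normalization (adjusted p = 0.00191) and loess (0.000171). Of 14 YAP targets 6 fell and 0 rose (median -0.13, 0.000115), with CRIM1 at -0.51 ± 0.07, and this call ended under quantile normalization (0.378) and loess (0.353). The mouse liver lists fell as well, with 76 of 155 of the 12 h genes down and 14 up (1.65e-06), led by RPF2 (-0.77 ± 0.06) and POLR1E (-0.63 ± 0.06) of ribosome and ribosomal RNA production, and 14 of 37 of the 8 h genes down and 6 up (4.27e-06), led by the proteasome subunit PSMC3 (-0.48 ± 0.05). After loess 55 of the 12 h genes fell and 23 rose, and their median went from -0.17 to -0.09.

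Some inflammatory and interferon genes were higher late in the series. Of 19 inflammatory genes 7 rose, 1 fell and 11 did neither (median 0.08, fry adjusted p = 6e-07). CCL2 rose by 1.27 ± 0.11, CXCL8 by 0.93 ± 0.11 and TNFAIP3, an inhibitor of NF-kB, by 0.61 ± 0.08, while LIF fell by 0.40 ± 0.08. The median of the arrays itself changed by 0.08 log2. With arrays centred on their medians the inflammatory call stayed, at an adjusted p of 0.0324. Of 19 interferon-stimulated genes 7 rose, 0 fell and 12 did neither (median 0.19, 2.65e-09, and 0.000139 with centred arrays), with IFIT2 at 0.52 ± 0.10 and OAS1 at 0.41 ± 0.09. Of 18 glucocorticoid targets 7 rose and 3 fell (median 0.09, 3.39e-05): ZBTB16 rose by 0.75 ± 0.08 and GLUL by 0.37 ± 0.06, and the metallothioneins MT2A (-0.60 ± 0.10) and MT1X (-0.54 ± 0.09) fell. Of 18 genes of cholesterol synthesis and uptake 7 rose and 1 fell (median 0.12, 0.00856), with STARD4 at 0.43 ± 0.07 and MSMO1 at 0.50 ± 0.09. After loess 12 of the cholesterol genes rose and 1 fell (median 0.23, fry adjusted p = 1.3e-09). The clock output list rose (5 of 12 up and 3 down, 0.0114), with DBP at 0.46 ± 0.06, as did markers of bone-forming cells (5 of 15 up and 4 down, 0.0124), with BMP4 at 0.61 ± 0.08 and ALPL, alkaline phosphatase, at -0.51 ± 0.09. With arrays centred on their medians the calls of the glucocorticoid (0.406), cholesterol (0.383), clock output (0.971) and bone (0.88, with the sign turned) lists ended. Those of the clock output (0.0942) and bone (0.322) lists also ended with members above the median level alone.

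Markers of cell types that the culture should not hold moved with these rises. Of 19 liver markers 7 rose and 0 fell (median 0.15, fry adjusted p = 0.000146), led by CYP2E1 (0.32 ± 0.09), and of 12 epithelial markers 2 rose and 1 fell (median 0.16, 0.00154), with MUC1 at 0.49 ± 0.11, CLDN7 at 0.38 ± 0.11 and KRT18 at -0.36 ± 0.09. Only 4 of the 19 liver markers lay above the median level of all probe sets, and with members above that level alone the calls of both lists ended (0.195 and 0.0925). The epithelial call also ended with arrays centred on their medians (0.138). Of 14 blood markers 2 rose and 1 fell (0.292). The other lists, core clock (4 up and 3 down of 16), ATF4-dependent stress (4 and 4 of 18), 12 h genes followed by quantitative PCR (1 and 2 of 9), hypoxia and glycolysis (5 and 4 of 20), extracellular matrix (4 and 8 of 23), p53 targets (3 and 5 of 16) and immediate early genes (5 and 4 of 19), did not pass, with adjusted p from 0.0617 to 0.583. Some of them passed as rising after quantile normalization and after loess: p53 targets (1.21e-14 and 7.59e-16), hypoxia and glycolysis (2.21e-09 and 2.63e-11) and core clock (0.000372 and 8.5e-05), whereas with arrays centred on their medians these 3 lists pointed down and did not pass (0.307, 0.325 and 0.514). With such centring 4 others passed as falling, extracellular matrix (0.00595), 12 h genes followed by quantitative PCR (0.00657), immediate early genes (0.0336) and ATF4-dependent stress (0.0419), of which the last 3 passed as rising after loess (0.00797, 0.0158 and 0.0471). For ATF4-dependent stress the median change after loess was still negative, at -0.07 log2. Without the 4 widest arrays core clock (0.0301) and p53 targets (0.0268) passed as rising and the 12 h genes followed by quantitative PCR (0.0398) as falling, and with members above the median level extracellular matrix passed as falling (0.0152). In the hypoxia, matrix and immediate early lists the median had the opposite sign to the mean and to the test.

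**Figure D3:**
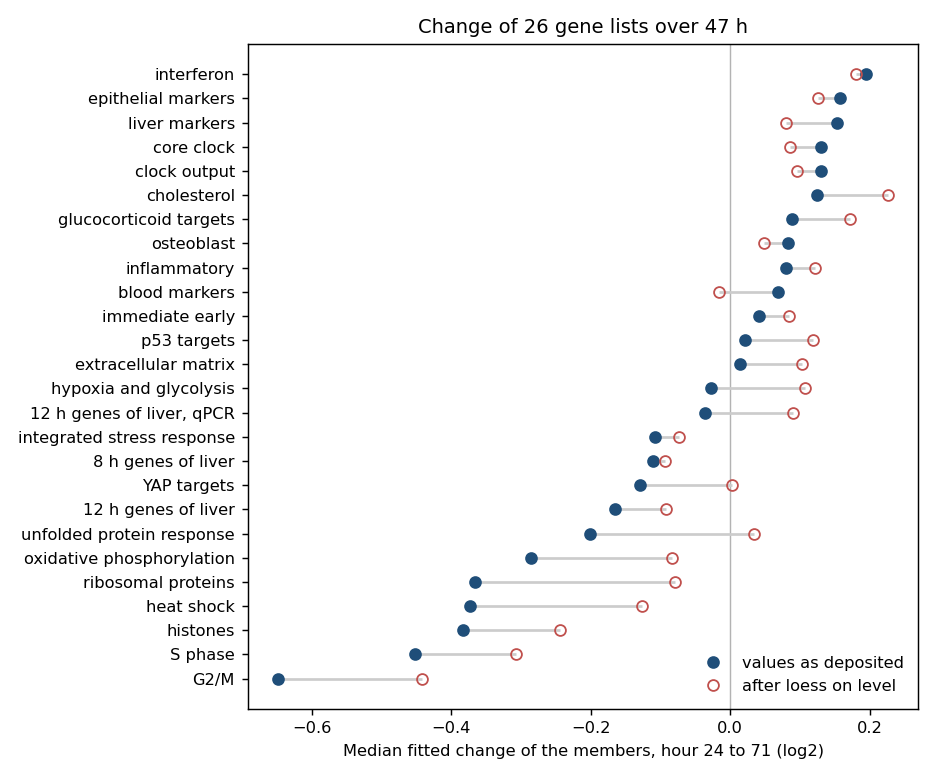
Median fitted change from hour 24 to hour 71 in log2 of the measured members of 26 gene lists, for the values as deposited (filled points) and after loess normalization of each array against the mean array (open circles). Lists of cell division lie furthest below 0 in both. The unfolded protein response, YAP targets, 12 h genes followed by quantitative PCR, hypoxia and glycolysis, and blood markers change sign.

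Rhythms of whole lists were then tested. The clock output list had a 24 h rhythm in its mean profile (31.7% of its variance, adjusted p = 0.0117, peak at hour 33.0). Of its members TEF, DBP, BHLHE41, HLF and NFIL3 passed limma at 24 h, but which members carry the list's rhythm was not tested. The call of the list ended with the median over members (0.103) or members above the median level (0.303). The genes of G2 and mitosis came next with 20% of the variance at 24 h and a peak at hour 47.0 (p = 0.00672, adjusted p = 0.262), and 5 of the 27 passed limma at 24 h, including TTK (adjusted p = 0.00477), CENPE (0.00526), CDK1 (0.0239) and KIF2C (0.0342). After quantile normalization the lists of G2 and mitosis (0.00214), p53 targets (0.00208), unfolded protein response (0.00208) and heat shock (0.0281) passed at 24 h as well. No list passed at 12 h or 8 h in any of these settings. The core clock list did not pass at 24 h either (permutation test, adjusted p = 0.591), although 9 of its 16 members passed limma. A list without a call may thus hold rhythmic members that peak at different times.

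The last question was how the interval between samples bears on these calls. Longer intervals also left fewer arrays (24, 16, 12 and 8 at 2, 3, 4 and 6 h, of 48), so that interval and number of arrays were not separated. With an array every 2 h, 0 and 3 probe sets passed both tests for the 2 starting hours, and with intervals of 3, 4 and 6 h 0 passed for every starting hour. The share of probe sets with an unadjusted cosine p below 0.05 at periods of 20 to 30 h did not fall steadily. It was 3.63% with every hour, and 3.98% and 0.622% with every 2 h from hours 24 and 25. With every 3, 4 and 6 h it was 0.598% to 1.33%, 1.01% to 1.72% and 1.14% to 2.56%. Over all periods the share was lower at every longer interval, with 8.58% in the hourly run of this comparison and 4.55% to 8.07% with every 2 h. With every 3, 4 and 6 h the share over all periods was 4.49% to 5.53%, 4.13% to 5.16% and 3.31% to 5.19%. Arrays at longer intervals cannot resolve the shortest periods, so that these shares are not strictly comparable between intervals. The same holds for the shares at 20 to 30 h, which depend on the other periods open to the best fit. Of the 28 clock genes 9, PER3 and NR1D1 among them, were called with hourly arrays, at most 3 with arrays every 2 h, and 0 with longer intervals.

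**Figure D4:**
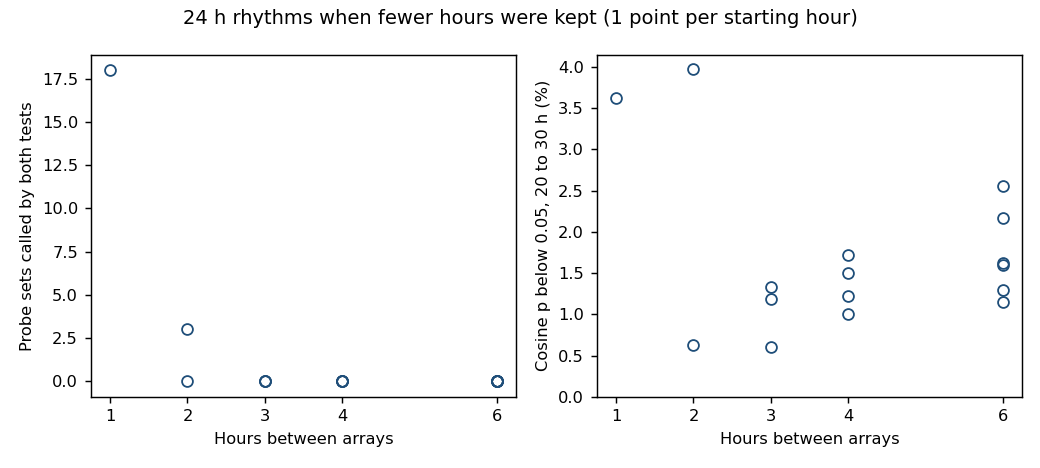
Probe sets called at 24 h by both tests (left) and percent of probe sets with an unadjusted cosine p below 0.05 at 20 to 30 h (right) against hours between arrays. Each circle is 1 starting hour, and the number of arrays falls with the interval. Calls go from 18 with hourly arrays to 0 at intervals of 3 h and longer.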

Values the study reported

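The study reported that fewer than 12 transcripts passed both tests at a false discovery rate below 0.05 in U2OS cells, and that over 3000 did so in mouse liver. For mouse liver it gave 260 transcripts with periods near 12 h and 63 with periods near 8 h at the same rate, and it found no such rhythms in U2OS cells.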

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

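All tests of this part on orders of the arrays were chosen after the result was seen. The 24 h curves of PER3 (adjusted p = 0.00109), BMAL1, PER1, CRY1 and NR1D1 (0.0091 each), adjusted over the clock lists, differed between the first and the second day by limma's test of the difference. PER2, which went from an amplitude of 0.42 ± 0.04 to 0.24 ± 0.04, differed when adjusted over the called probe sets (0.0458) and not over the clock lists (0.0593). PER1 had the lowest ratio of second to first day among these genes (0.328 ± 0.163), and NR1D2 (0.832 ± 0.104, adjusted p = 0.232) did not pass. Over all probe sets, 10 passed the test of a difference between days, with 4214 at an unadjusted p below 0.05, and 5 of the 10 had 1 gene name.

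The named genes were ST13P4, a pseudogene (adjusted p = 0.00138, amplitude 0.24 ± 0.04 on the first day and 0.06 ± 0.04 on the second), TINAGL1 (0.0473), GDF15, a stress-responsive cytokine (0.0473), KRTAP19-1 (0.0473) and UPP1, uridine phosphorylase (0.0473). GDF15 had similar amplitudes on both days (0.15 ± 0.05 and 0.15 ± 0.05), with fitted peaks at hours 40.3 and 53.3, and UPP1 likewise had peaks at hours 40.9 and 53.8. None of the 5 named genes passed limma for a 24 h rhythm over both days together. The unadjusted p were 0.272 for TINAGL1, 0.522 for UPP1, 0.825 for GDF15, 0.648 for KRTAP19-1 and 0.0417 for ST13P4 (adjusted p = 0.377). TINAGL1 and UPP1 had their strongest g-test component at 48 h, so that a slow change was not separated from a changed 24 h rhythm. In 100 orders of the arrays, the real one included, 1 gave as many probe sets with a difference between days, namely the real one with 10, and the highest of the others was 1. In simulated data the same test called 4 probe sets that had no difference, and 0%, 0%, 26% and 80% of those with a first-day amplitude of 0.1, 0.2, 0.3 and 0.5 log2. The number of 10 moved to 1 with a period of 23 h and to 950 after prewhitening.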

How the results depend on the processing

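The runs with loess, array weights, 1 of each set of identical probe sets, centring of the list trends and the 4 widest arrays filled or left out were chosen after seeing the data, and the other settings before. The trends of the 24 named genes kept direction and side of the threshold in all 256 pairs of gene and setting tried, dim genes having no value above the median level. Of 224 such pairs for the 24 h amplitudes of 28 clock genes 187 did so, 3 gained a call and 34 lost one, mostly with only 24 of the 48 hours. No paired analysis was possible because all arrays belong to a single series. Except where a sentence says otherwise, the cause of a change was not tested.

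The number of 24 h calls by both tests, 18, was 37 with no linear trend removed (13 shared), 73 after quantile normalization and 73 after loess (17 shared each), 90 with the 4 widest arrays filled under either null (18 shared), 229 by limma and 784 by prewhitened limma. At 12 h, 0 became 1 after quantile normalization, after loess and with the 4 widest arrays filled, and at 8 h 0 became 2 with the 4 filled. Of the clock genes 9 were called, 14 by limma and 15 prewhitened. With each hour filled in turn (leave-one-out), 24 h calls ranged from 15 (hour 58) to 37 (hour 60), 12 h calls from 0 to 1, 8 h calls from 0 to 0 and clock genes from 8 to 10; with each hour left out, rising trends ranged from 4526 to 6014 and falling ones from 6005 to 6676.

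The number of probe sets with a 24 h rhythm by limma, 229, was 784 with prewhitening, 7 with odd and 158 with even hours, 23 with the first day, 3 with the second day, 634 after loess and 729 without the 4 widest arrays. The odd hours, even hours and single days hold 24 arrays each, so that the number of arrays does not account for their differences. Day differences, 10, were 950 with prewhitening, 1 at 23 h, 36 after loess and 16 without the 4 arrays. BMAL1 after CRY1 was 9.26 h in the second day; NR1D1 after BMAL1 was 8.61 h at 23 h, 7.12 h at 25 h and 7.38 h in the second day. Rising trends were 2627 with centring, 2710 above the median level and 467 at 1.5-fold, and falling ones 846 at 1.5-fold. Lists called rising, 8, were 14 after quantile normalization, 4 above the median level, 15 after loess and 3 with centring. List rhythms, 1, were 0 with medians, 0 above the median level, 5 after quantile normalization, 5 after loess and 2 without the 4 arrays, the second being blood markers at 24 h (adjusted p = 0.0183).

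List trends that turned their sign had these adjusted p: after quantile normalization and loess, unfolded protein response 0.00191 and 0.000171, ATF4-dependent stress 0.0693 and 0.0471, 12 h quantitative PCR genes 0.00852 and 0.00797, extracellular matrix 0.114 and 0.0635, immediate early genes 0.0311 and 0.0158, and blood markers 0.288 and 0.248; with centring, core clock 0.514, hypoxia 0.325, p53 targets 0.307, bone 0.88 and blood markers 0.235; and blood markers above the median level 0.00126. S phase, G2 and mitosis, histone, heat shock, ribosomal, oxidative phosphorylation, interferon and inflammatory lists kept direction and call in every setting, with adjusted p up to 0.0324.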

Other observations

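Tests on orders of the arrays, on leaving out or filling in 4 other arrays in part, and on dexamethasone were chosen after the result was seen, and the others were written down before it. Of the 24 probe sets that the g-test alone called, 6 had their strongest component at 48 h, the full length of the series, and are named here after their values were seen: PLAUR, the urokinase receptor (q = 4.6e-05), TINAGL1 (0.000923), UPP1 (0.000923), FSTL3 (0.00292), TAGLN (0.00754) and 1 with no gene name. A component of 48 h is a single cycle here, and a curved trend was not separated from it.

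At q below 0.05 in both tests, 18 probe sets had a 24 h rhythm here. That is higher than the value quoted from the study above. The counts are not like for like, since the cosine test was rebuilt here and the study used COSOPT. The 18 are probe sets, 4 of them with no single gene name, and the study counted transcripts. The cause of the difference was not tested.

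In 100 orders of the arrays, the real one included, only the real order (1) gave as many 24 h calls by both tests (18, highest other 0), by limma (229, highest other 2) or as many trends (11398, highest other 1), so that chance order of the arrays can be excluded for these counts. The same holds for limma's 729 calls without the 4 widest arrays (1 of 100 orders of the 44 arrays, highest other 1), which does not bear on why the count rose from 229. The orders do not speak to a technical change that itself runs with time.

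More 24 h rhythms were called without the 4 arrays with the widest spread, at hours 53, 58, 60 and 65: 90 by both tests against 18, and 729 by limma against 229. Filling arrays with the mean of their neighbours accounts for part of the rise, since 20 choices of 4 other arrays gave a median of 35, from 18, no rise, to 69, still below 90 by more than their SD of 10.8, a margin added after the values were seen. Leaving out 4 other arrays gave a median of 109 calls by limma in 99 choices, from 37 to 304. Most of these choices thus lowered the count of 229. These values argue against filling alone and against any 4 arrays, and noise in these 4 arrays may have masked weak rhythms, as a hypothesis; but a list of blood markers, mostly below the median level, also gained a 24 h rhythm without them (adjusted p = 0.0183). No biological explanation was tested, and only 20 choices were filled.

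The lists of genes that fell or rose together were weighed against a drift between arrays that depends on the level of a probe set. After loess, which removes such a drift, the medians of S phase and of G2 and mitosis were -0.31 and -0.44 log2, 68.0% and 68.1% of their size, with both lists still called and 22 of 23 and 26 of 27 genes falling, which argues against drift as their whole cause. The ribosomal and oxidative phosphorylation lists went to -0.0792 and -0.0839, 21.7% and 29.4% of their size, and although both kept an adjusted p below 0.05, drift may account for most of their change, since the ribosomal list kept less than 25%, the bound set before for either list. Epithelial markers kept 0.125 and liver markers 0.0805; both met the bound set against drift, but for the liver list that bound was wrong, since only 4 of its 19 members lie above the median level and near-background probe sets exclude nothing, which was noticed after the values were seen, so drift stays open for it. A biological change over the 47 h of confluent culture stays open and was not tested.

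The lists of G2 and mitosis, p53 targets, unfolded protein response and heat shock gained a 24 h rhythm when the arrays were normalized again. Of 10000 random lists of the same size and level, 0.85%, 0.43%, 5.53% and 1.55% had as large a 24 h share after loess. These lists were followed up out of 26 because they had gained a call, and the percentages were not adjusted for that choice. Random genes also need not vary together as genes of a fixed list may. A rhythm brought in by level is thus less likely for all but the unfolded protein response, but stays open for each of these lists. With a quadratic trend removed the permutation p were 1e-05, 1e-05 (the smallest possible), 0.00075 and 0.00019, which argues against a curved trend. After loess the peaks lay at hour 46.7 for G2 and mitosis, 43.5 for p53 targets, 36.5 for the unfolded protein response and 40.4 for heat shock. A 24 h rhythm of these groups may be present as a hypothesis, but without renewed normalization none of them passed.

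A hypothesis for the rise of inflammatory genes, that the repression by dexamethasone wore off, would have the glucocorticoid targets fall. Their median change was 0.0889 log2, in the other direction, and the list also rose after quantile normalization (adjusted p = 1.64e-10), after loess (1.66e-11, median 0.17) and without the 4 widest arrays (1.67e-06), which goes against the hypothesis. Its call ended with centred arrays (0.406), and since members went both ways about a small median, the question stays open.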
